# SIRT6 Is Required for Normal Retinal Function

**DOI:** 10.1371/journal.pone.0098831

**Published:** 2014-06-04

**Authors:** Dafne M. Silberman, Kenneth Ross, Pablo H. Sande, Shunsuke Kubota, Sridhar Ramaswamy, Rajendra S. Apte, Raul Mostoslavsky

## Abstract

The retina is one of the major energy consuming tissues within the body. In this context, synaptic transmission between light-excited rod and cone photoreceptors and downstream ON-bipolar neurons is a highly demanding energy consuming process. Sirtuin 6 (SIRT6), a NAD-dependent deacylase, plays a key role in regulating glucose metabolism. In this study, we demonstrate that SIRT6 is highly expressed in the retina, controlling levels of histone H3K9 and H3K56 acetylation. Notably, despite apparent normal histology, SIRT6 deficiency caused major retinal transmission defects concomitant to changes in expression of glycolytic genes and glutamate receptors, as well as elevated levels of apoptosis in inner retina cells. Our results identify SIRT6 as a critical modulator of retinal function, likely through its effects on chromatin.

## Introduction

The mammalian retina is a highly metabolically active tissue and one of the most energy-consuming ones [1]. It requires constant supply of blood glucose to sustain its function and its energy demand is normally met through the uptake of glucose and oxygen [2], [3]. Glucose movement across the blood–retinal barrier occurs mainly through the glucose transporter 1 (GLUT1) [4], [5] and the need for glucose is evidenced by alterations in electroretinogram (ERG) responses and altered neurotransmitter release observed in hypoglycemic conditions [6], [7], [8]. It has been shown that acute hypoglycemia decreases rod and cone vision, blurs central vision, and produces temporary central scotomas in humans [6], [9]–[11]. The consequence of sustained hypoglycemia on retinal function is less clear.

Among many neuronal cellular events, action potential-mediated neuronal communication is believed to be a major process of energy consumption where energy cost comes mainly from postsynaptic receptor activation [12]. In the brain, most of the synaptic activity is mediated by glutamate, thus, the excitatory glutamatergic system represents the single largest energy user, consuming 50% of ATP in the brain [13].

Photoreceptors convert light stimuli to electric impulses. Retinal ON bipolar cells receive direct glutamatergic input from photoreceptor cells. These cells exclusively express the class III G_0_-coupled type 6 metabotropic glutamate receptor (mGluR6 or Grm6) as their primary postsynaptic glutamate receptor [14], [15]. Activation of mGluR6 initiates an intracellular signaling cascade ultimately leading to closure of cGMP gated cation channels and cell hyperpolarization. Thus, energy requirement and consumption in the retina changes greatly according to neuronal activity [1].

Sirtuins are an evolutionarily conserved family of NAD^+^-dependent deacylases that have been involved in many cellular responses to stress, including chromatin modifications, genomic stability, metabolism, inflammation, cellular senescence and organismal lifespan [16], [17], [18]. In mammals, 7 sirtuin isoforms have been described that differ in their subcellular localization and substrates. It is currently accepted that sirtuins are crucial regulators of energy metabolism, likely through sensing changes in levels of intracellular NAD+. Among the members of this family of proteins, SIRT6 appears to have particular significance in regulating metabolism, DNA repair and lifespan. SIRT6 knockout mice appear normal at birth, but they rapidly develop a degenerative process that includes loss of subcutaneous fat, lymphopenia, osteopenia, and acute onset of hypoglycemia, leading to death in less than one month of age [19]. Recently, Zhong *et al*. demonstrated that the lethal hypoglycemia exhibited by SIRT6 deficient mice is caused by an increased in glucose uptake in muscle and brown adipose tissue [20]. At a molecular level, SIRT6 functions as a histone H3K9 and H3K56 deacetylase to control glucose homeostasis by inhibiting multiple glycolytic genes, including GLUT1, and by co-repressing Hif1α, a critical regulator of nutrient stress responses [20].

Given the importance of glucose availability for retinal function, and the critical role of SIRT6 in modulating glycolysis, we undertook this study to characterize SIRT6 in the mouse retina. We found that SIRT6 is expressed and is active in the mouse retina. SIRT6 deficiency has no effect on retinal structure but KO mice retinas exhibited up-regulation of the glucose transporter GLUT1 and down-regulation of the metabotropic glutamate receptor Grm6, indicating that both neurotransmission and glucose levels in the retina might be regulated by SIRT6. ERG analysis showed that the retina of SIRT6-KO mice was profoundly impaired.

## Methods

All animal procedures were in strict accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. The ethic committee of the School of Medicine, University of Buenos Aires (Institutional Committee for the Care and Use of Laboratory Animals, (CICUAL) approved this study.

Unless specified, all experiments were performed with retinas from 20-day-old mice.

### *In situ* hybridization (ISH)

ISH for Sirt6 transcripts was performed on paraffin-fixed retinas at the service at the Dana Farber/Harvard Cancer Center (DF/HCC) specialized histopathology research pathology core using RNAscope, according to the manufacturer's instructions.

### Morphologic analysis

Anesthetized mice were intracardiacally perfused with 4% paraformaldehyde as previously described [22]. Eyes were removed, immersed for 24 h in the same fixative, embedded in paraffin and sectioned (6 µm). Sections were stained with hematoxylin and eosin and used for morphometric analysis. Digital images were obtained at 1 mm dorsal and ventral from the optic disk. Thickness of the total retina as well as the individual layers was measured for each eye. Results obtained from four separate sections were averaged and the mean of 4 eyes was recorded as the representative value for each group.

### RNA Isolation

Retinas were homogenized in phenol-guanidine isothiocyanate (Invitrogen Life Technologies). RNA was extracted with chloroform and precipitated with isopropanol by centrifugation (12,000 g) at 4°C. The RNA pellet was washed twice with 75% ethanol and resuspended in 30 µL of water treated with diethylpyrocarbonate. The concentration and quality of total RNA samples were assessed using a NANODROP 2000 spectrophotometer (Thermo Scientific Inc., Newark, DE). Only RNA samples with adequate purity ratios (A260/A280 ¼ 1.9–2.1) were used for subsequent analyses.

### qRT-PCR

For qRT-PCR, total RNA was isolated using RNeasy Mini Kit (QIAGEN) and cDNA was generated using QuantiTect Reverse Transcription Kit (QIAGEN) according to manufacturer instructions. qPCR was carried out using Brilliant SYBR Green qPCR Master Mix Kit (Stratagene). Data were calculated using the ΔCt method. Primers used were as follow: Sirt6-F GGGAACTTGAAGGAACCACA, Sirt6-R AGCCTGGGCTATAGCAGTGA, Glut1-F GCAGTTCGGCTATAACACTGG, Glut1-R GAGACCAAAGCGTGGTGAGT, Grm6-F GTCCATCATGGTCGCCAATGT, Grm6-R AGTCATAGCGTGTGGAGTCAC, β-actin-F ACTATTGGCAACGAGCGGTTC, β-actin-R AAGGAAGGCTGGAAAAGAGCC.

### RNA expression array

Whole retina mRNA from SIRT6 WT and KO mice (n = 3 from each condition) was hybridized onto an Affymetrix Mouse Gene 2.1 ST DNA microarrays. Raw expression values in the form of CEL files were processed and normalized using RMA in the R Bioconductor package (data used in the analysis is available in GEO under accession GSE56563). Clustering of the genes of glutamatergic synapse receptors was performed in R on row-normalized data using the heatmap.2 function with Euclidean distance and the complete agglomeration method. When multiple probe sets were available for a particular gene in a pathway, the probe set with the maximum variance in the data set was chosen.

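Several of the glutamate receptors compared between 3 WT and 3 KO retinas had more than 1 probe set on the array, and these did not all move alike. The Grm7 probe set chosen by variance was lower in KO, while the other (17469601) had a log2 fold change of -0.01 (standard error 0.18) with 8.38 ± 0.24 in WT and 8.37 ± 0.04 in KO retinas (SD, n = 3). The other Grin2b probe set (17463801) had a log2 fold change of -0.24 (standard error 0.20). For Grin2c the chosen probe set gave 0.07 (standard error 0.16) and the other (17258153) -0.03 (standard error 0.20), neither of them passing. The variance was taken on the linear scale of the values. On the log2 scale, an alternative chosen after seeing the data, the other Grin2c probe set is the one chosen. With the probe set of the highest mean in place of the largest variance, 3 of the receptors in the legend of Fig. 4 were lower at an unadjusted p under 0.05 from limma (Grm6, Grm8 and Grik1), and Grm7 was no longer among them.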

### Chromatin extraction and Western blot analysis

Western blot analysis was carried out as previously described [21]. The antibodies used were as follows: anti-SIRT6 (1∶1000, Abcam), anti-AcH3K9 (1∶500, Novus Biological), anti-AcH3K56 (1∶500, Sigma), anti-Histone 3 (1∶1000, Abcam), anti- β-actin (1∶5000, Abcam), anti-Grm6 (1∶500, Novus Biologicals), anti-GLUT1 (1∶500, Abcam), horseradish peroxidase-conjugated goat anti-rabbit (1∶2000, catalog # 170-5046; Bio-Rad Laboratories, Hercules, CA, USA or anti-mouse IgG antibody (1∶10000, catalog # 115-035-146; Jackson ImmunoResearch Laboratories, West Grove, PA, USA). Briefly, histone enriched extracts were obtained by homogenizing the retinas in lysis buffer (10 mM Hepes pH 7.4, 10 mM KCl, 0,05% NP-40 plus protease inhibitors (Roche). Homogenates were kept in ice for 20 min and centrifuged at 14.000 rpm for 10 min at 4°C. Supernatant was used for cytoplasmic protein determination and pellets were resuspended in 100 µL of HCl 0,2N. Afer 20 min on ice, samples were centrifuged at 14.000 rpm for 10 min at 4°C. Supernatants were separated and neutralized with 1M TRIS-HCl pH 8. An aliquot was used to determine protein concentration by the Bradford method. Samples (30 µg protein/well) were separated by 4–20% gradient Tris-glycine SDS-PAGE pre casted gel (BioRad). Proteins were transferred to polyvinylidene difluoride (PVDF) membranes, blocked and incubated with the corresponding primary antibodies overnight at 4°C. After washing and incubation for 1 h at room temperature with the indicated secondary antibody they were visualized by enzymatic chemiluminiscence (ECL, Western Blotting Analysis System, Amersham Biosciences, Buenos Aires, Argentina). Developed membranes were scanned and the intensity of bands was determined by using the ImageJ program (National Institutes of Health, Bethesda, MD, USA). Values were expressed as arbitrary units relative to β-actin or total H3.

### Immunoflourescence

After deparaffinization, sections were immersed in 0.1% Triton X-100 in 0.1 M PBS for 10 min. Antigen retrieval was performed by heating at 90°C for 30 minutes in citrate buffer (pH 6.3). Sections were pre-incubated with 5% normal horse serum for 1 h, and incubated overnight at 4°C with the corresponding primary antibodies. After several washings, sections were incubated with the corresponding secondary antibody for 1 h at room temperature (Alexa Fluor 555 Goat Anti-Mouse IgG, 1∶500, Alexa Fluor 488 Goat Anti-rabbit IgG, 1∶500). Regularly, some sections were treated without primary antibodies to confirm specificity. After immunostaining, nuclei were stained with DAPI, mounted with antifade medium and viewed with a fluorescence microscope as described.

### TUNEL

The ApopTag Plus Peroxidase In Situ Apoptosis Detection Kit was use to detect apoptotic cells utilizing terminal deoxynucleotidyl transferase (TdT) specific staining in paraffin embedded retinal sections according to manufacturer instructions.

### Electroretinography (ERG)

Bilateral flash ERG measurements were performed as previously described [23] using a UTAS-E3000 Visual Electrodiagnostic System running EM for Windows (LKC Technologies, Inc., Gaithersburg, MD). Mice (n = 4 for each group) were dark-adapted overnight and anesthetized with 80 mg/kg ketamine and 15 mg/kg xylazine under dim red illumination for electrode placement and testing. Body temperature was maintained at 37±0.5°C with a heating pad controlled by a rectal temperature probe (FHC Inc., Bowdoin, ME). The mouse's head was positioned just inside the opening of the Ganzfeld dome and pupils were dilated with 1.0% atropine sulfate (Bausch & Lomb, Tampa, FL). The recording electrode was a platinum loop 2.0 mm in diameter, positioned in a drop of 1.25% hydroxypropyl methylcellulose (GONAK; Akorn Inc., Buffalo Grove, IL) on the corneal surface of each eye. The reference needle electrode was inserted under the skin at the vertex of the skull. The ground electrode was inserted under the skin of the mouse's back or tail. The stimulus (trial) consisted of a brief, full-field flash (10 µs) either in darkness, or in the presence of dim (30.0 cd/m^2^) background illumination after 10 minutes adaptation time to the background light. The initiation of the flash was taken as time zero. The response was recorded over 250 ms plus 25 ms of pre-trial baseline. Responses from several trials were averaged. The amplitude of the *a*-wave was measured from the average pre-trial baseline to the most negative point of the average trace, and the *b*-wave amplitude from that point to the highest positive point, without subtracting oscillatory potentials. The log light intensity (log [^cd*s^/_m2_]) was calculated based on the manufacturer's calibrations. The amplitudes (in microvolts) of dark-adapted *a*- and *b*-waves and light-adapted *b*-waves were measured from the lowest point of the raw averaged response trace (occurring prior to 50 ms after the flash) to the subsequent highest point (oscillatory potentials were not subtracted).

### Statistical analysis

Quantitative data were expressed as means ± SEM of values obtained from the “n” described in each figure. Significance values were calculated using Student's t-test and differences were considered significant at P<0.05.

## Results

In order to characterize SIRT6 in the mouse retina, we first determined the subcellular localization of this sirtuin. The expression of SIRT6 was analyzed by *in situ* hybridization. Characteristic punctuate staining indicative of mRNA expression was observed in the nuclei of cells in all retinal layers of sirt6^+/+^ mice (WT) (Fig. 1A). Consistently, in retina extracts from WT mice abundant protein levels were detected by Western blot, where the specificity of the antibody was confirmed by absence of signal in extract from sirt6^−/−^ (KO) mice (Fig 1B). We then analyzed the structure of the retina in SIRT6 KO mice. The histological analysis revealed no evidence of structure alteration and no difference in the thickness of the whole retina or the individual layers of the KO mice compared to the WT. Moreover, KO retinas showed no evidence of inflammation or infiltrate cells (Fig. 1C–D and Fig. S1). Retinal vasculature was analyzed by a retina fundus image. No alterations were observed and both the number and caliber of vessels showed no difference between WT and KO eyes. Moreover, the underlying pigment was observed to be homogeneous suggesting no obvious retinal pigment epithelial abnormality in these animals (Fig. S1).

**Figure 1:**
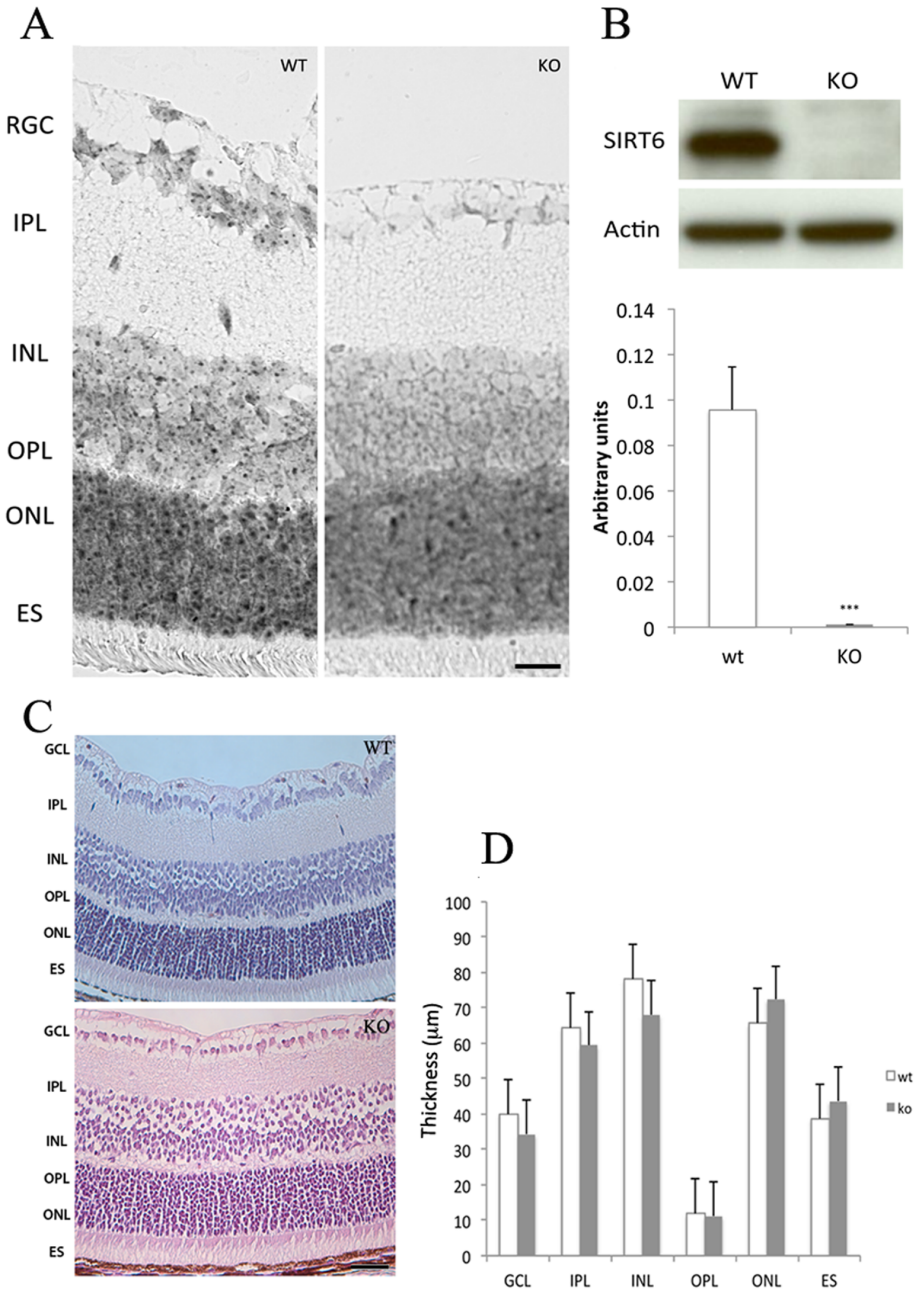
SIRT6 is expressed in the mouse retina. A) Representative *In situ* hybridization showing the expression pattern of SIRT6 in 14-days-old mice (n = 3). Scale bar, 100 µm. B) Chromatin preparations from WT and KO mice retinas were analyzed by Western blot. β-actin was used as loading control (n = 4). Intensity of bands was determined by using the ImageJ software and is represented as arbitrary units. ***p<0.001 C) Retinal histological examination. Representative photographs from H&E stained retinal sections. 20X, scale bar 50 µm from WT and KO. No evident alterations in retinal morphologic features were observed. D) Quantitative analysis of retinal layers thickness. Ganglion Cell Layer (GCL), Inner Plexiform Layer (IPL), Inner nuclear Layer (INL) Outer Plexiform Layer (OPL), Outer Nuclear Layer (ONL), Retinal Pigment Epithelium (RPE). Data are the mean SEM (n = 4). NS, not significant.

Changes in histone acetylation status can be used as an indication of the level of activity of a histone deacetylase (HDAC). We analyzed the level of acetylation of two of the described substrates of SIRT6: H3K9 and H3K56. Using both immunofluorescence and western blot analysis, we found that both H3K9Ac and H3K56Ac were significantly increased in retinal chromatin preparations from KO mice compared to WT mice, indicating that SIRT6 is active in the mouse retina, and lack of SIRT6 causes a profound change in those chromatin modifications (Fig. 2 and Fig. S2).

**Figure 2:**
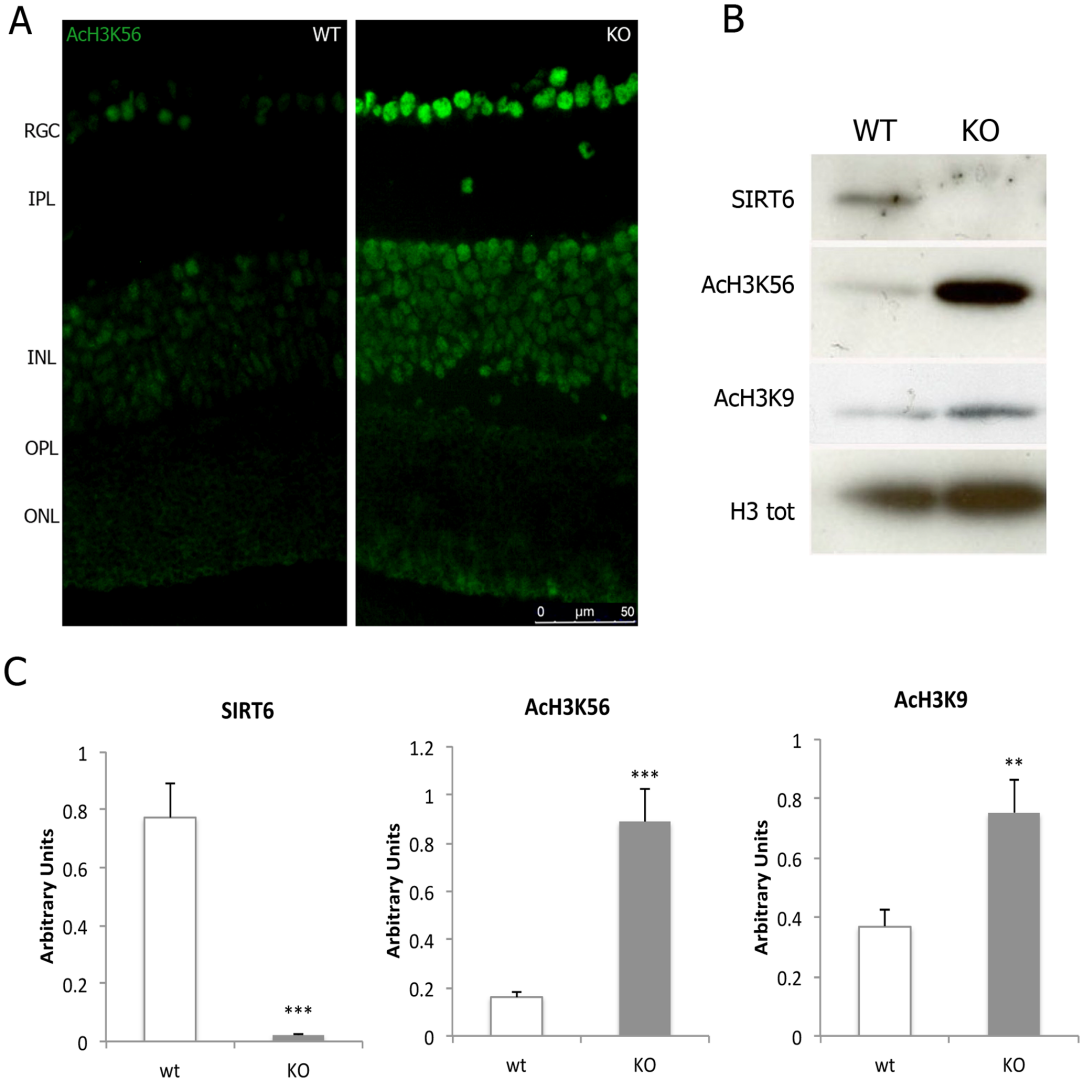
SIRT6 is active in the mouse retina. a) H3K56 acetylation is shown by immunofluoescence. b) Representative Western blot showing protein levels of SIRT6 and the acetylation levels of H3K56 and H3K9 in chromatin preparations from WT and KO mice retinas. Total H3 was used for normalization. c) Quantification of the intensity of bands was determined by using the ImageJ and is represented as arbitrary units. Data are mean ± SE (n = 6 eyes/group). **p<0.01, ***p<0.001

It has been described that SIRT6 deficiency in mice renders a phenotype characterized by a profound hypoglycemia [19] and that SIRT6-dependent deacetylation of histone H3 at lysines 9 and 56 is required for the regulation of genes associated with glucose metabolism, including GLUT1 [20]. Since this transporter is the main one responsible for the transport of glucose across the blood–retinal barrier (BRB) [4], [5], we determined GLUT1 expression in WT and KO retinas. In accordance with previous findings in other tissues [20], GLUT1 was found to be up-regulated in KO retinas, using immunofluorescence (Fig.3A), immunoblotting (Fig. 3B) and PCR (Fig. 3C), suggesting that glucose availability may be altered in this tissue. Up-regulation of this transporter was evident in all retinal layers and, interestingly, in inner retinal vessels. Levels of another transporter, GLUT4, were not affected (data not shown), suggesting that the effect of SIRT6 is quite specific.

**Figure 3:**
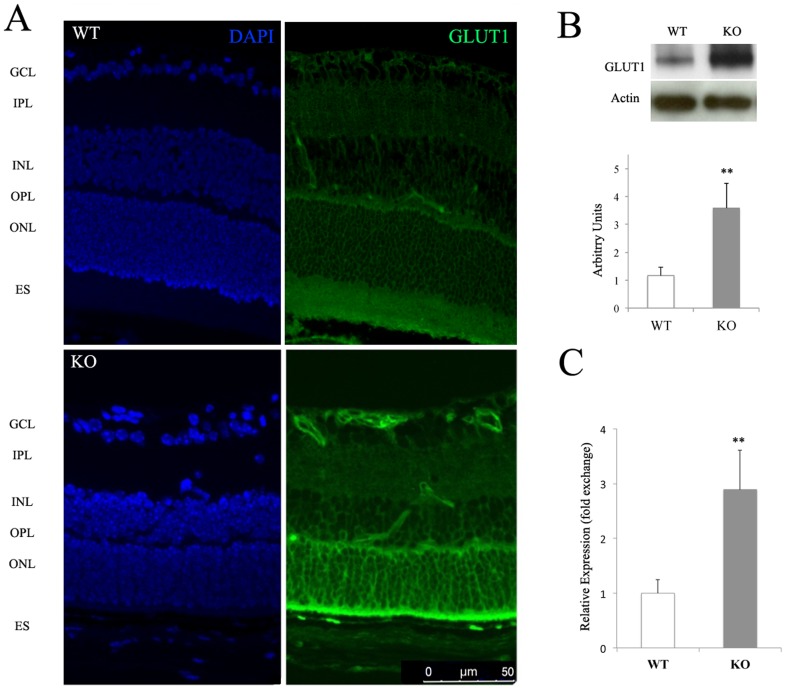
GLUT1 is up-regulated in SIRT6-KO retina. a) GLUTl immunoreactivity in cross-section of WT and SIRT6-KO mice retina. Ganglion Cell Layer (GCL), Inner Plexiform Layer (IPL), Inner nuclear Layer (INL) Outer Plexiform Layer (OPL), Outer Nuclear Layer (ONL), Retinal Pigment Epithelium (RPE). GLUT1 protein (b) and mRNA levels (c) were determined by Western blot and RT-PCR respectively. β-actin was used as loading control. Data are mean ± SE (n = 6 eyes/group) **p<0.01

In order to understand at the molecular level how SIRT6 acts in the retina, we performed a microarray analysis on total retinal RNA from 15 days-old animals. 

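Sirt6, the gene disrupted in the KO mice, fell in KO retinas. Its probe set (17243432) had a log2 intensity of 9.26 ± 0.11 (SD, n = 3) in WT and 6.82 ± 0.34 (SD, n = 3) in KO retinas of 15-day-old mice. This is a log2 fold change of -2.45 (standard error 0.20, adjusted p = 0.032 from limma), a KO level of 0.184 times the WT level. WT samples lay between 9.14 and 9.34 and KO samples between 6.47 and 7.15, so that no sample went against its genotype label (exact permutation test, two-sided, p = 0.10, the smallest p that 3 samples against 3 allow). The sources used here do not say whether the probe set lies in the deleted part of the gene. Total retinal RNA of 3 WT and 3 KO samples had been hybridized to Affymetrix Mouse Gene ST arrays, 1 array per sample. The authors made the intensities with RMA, and these were on a linear scale, from 8.01 to 16601 in WT replicate 1 and over a similar range in the others, so that log2 was taken before every test. The median log2 intensity per sample lay between 6.94 and 7.09. The interquartile range was 2.48 in WT replicate 2 and 2.60 in KO replicate 2, against 2.85 to 3.07 in the other samples. The first principal component held 57.4% of the variance and placed these 2 samples apart from the others, and the second (17.1%) placed KO replicate 3 apart. The number of arrays limits the precision: on simulated data of this size, 24% of the probe sets given a log2 change of 1 and 80% of those given a change of 2 passed at an adjusted p under 0.05. The simulation changed 50 probe sets at each size and drew noise independently between probe sets. The real arrays shared variation across probe sets and gave 1 call, so these shares may overstate what the comparison can detect. Tmem26, at a log2 fold change of 2.31, did not pass (adjusted p = 0.217 from limma). The Sirt6 call ended with median centring (adjusted p = 0.062), over all probe sets (adjusted p = 0.284) and with the methods' t-test (adjusted p = 0.9999), over a range of 1.7e-04 to 0.99996 for all alternatives. It also ended without WT replicate 1 (adjusted p = 0.233), WT replicate 2 (0.052), WT replicate 3 (0.158), KO replicate 1 (0.140) or KO replicate 3 (0.651), and without both replicates numbered 2 (0.136, chosen after seeing the data).

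**Figure D1:**
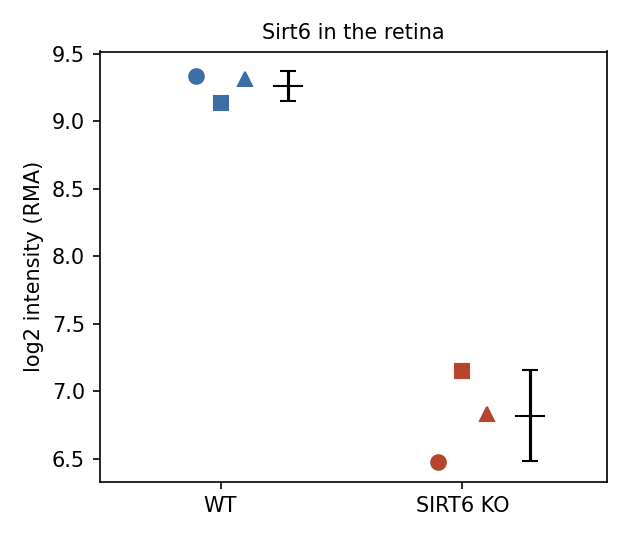
Log2 intensity of the Sirt6 probe set in each WT and KO retina sample, with the replicate shown by the marker and the mean ± SD of each group by the bar. The 3 KO samples lie between 6.47 and 7.15, all below the WT samples at 9.14 to 9.34.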

Among the genes that showed a significant variation between WT and KO animals, several genes involved in glutamatergic synapse (Grm4-8 and the kainate/AMPA-type ionotropic glutamate receptor, GRIK1 and 2) were found to be significantly downregulated in the retinas of KO mice (FIG. 4A). It is worth noting that the most significant difference was found for the metabotropic receptor Grm6, described to be expressed exclusively in ON bipolar cells. This result was confirmed by quantitative PCR and immunostaining (Fig 4B–C). 

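Tmem26, a transmembrane protein, had the largest difference among the named genes higher in KO retinas, with a log2 intensity of 8.33 ± 0.55 (SD, n = 3) in WT and 10.64 ± 0.14 (SD, n = 3) in KO (log2 fold change 2.31, standard error 0.27, adjusted p = 0.217 from limma). Apod, the lipid carrier apolipoprotein D, was higher by 1.24 (standard error 0.21), and the sulfotransferase Sult1c1 by 1.53 (standard error 0.26). Among the genes lower in KO, the deiodinase Dio2, which activates thyroid hormone, had a log2 fold change of -1.20 (standard error 0.29), the small GTPase Rab37 -0.999 (standard error 0.17), the ubiquitin ligase Rnf123 -0.89 (standard error 0.16), the axon-glia junction protein Cntnap1 -0.79 (standard error 0.20) and the matrix protein Thbs4 -0.76 (standard error 0.16). These genes were picked for the smallest p among those without overlap between the groups. It follows from that choice that the 3 KO values of each lay on one side of the 3 WT values (exact permutation test, two-sided, p = 0.10 each). The adjusted p was 0.9999 for each but Tmem26. The same held for 7 further genes higher in KO (Tceanc2 1.45, Snora75 1.29, Olfr772 1.07, Tmem255b 1.05, Zfp951 1.05, Spink13 0.93 and Ebpl 0.73 as log2 fold changes) and for Plac9a (-0.83), Mir453 (-0.65), U2af1l4 (-0.64) and Grm6 among the lower ones. Zfp951 (4.35 in WT) and Olfr772 (4.59 in WT) lay below the lower quartile of log2 intensities of each array except KO replicate 3. Over the 23521 probe sets with 1 gene symbol, limma called 0 higher and 1 lower in KO, Sirt6, at an adjusted p under 0.05. At an unadjusted p under 0.05 it called 211 higher and 226 lower, 437 in all, where chance alone would give 1176. The methods' t-test called 200 higher and 423 lower unadjusted, and 0 in either direction after adjustment. With quantile normalization applied again the unadjusted counts were 303 higher and 616 lower. The KO and WT values did not overlap in 466 probe sets higher and 863 lower, 5.65% of those tested, where chance gives 10%. Leaving out 1 sample moved the count of higher probe sets to 114 (WT replicate 1), 1204 (WT replicate 2), 375 (KO replicate 1) or 135 (KO replicate 3). It moved the count of lower ones to 87 (WT replicate 1), 823 (WT replicate 2), 70 (WT replicate 3), 111 (KO replicate 2) or 129 (KO replicate 3).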

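Of the 20 glutamate receptors named in the legend of Fig. 4, 18 were measured, and 13 of them had a lower mean in KO than in WT retinas. The metabotropic receptors Grm8 (log2 fold change -0.38, standard error 0.15) and Grm7 (-0.48, standard error 0.19) and the kainate receptor Grik1 (-0.39, standard error 0.16) were lower in KO at an unadjusted p under 0.05 from limma, with Grm6 as the only other one, and 0 were higher. Grm7 passed on the probe set chosen by variance and not on its other one. Grm8 went from 8.61 ± 0.08 to 8.23 ± 0.04, Grm7 from 8.18 ± 0.28 to 7.69 ± 0.16 and Grik1 from 10.08 ± 0.16 to 9.70 ± 0.08 on the log2 scale (SD, n = 3 each). In these 3 genes and in Grm4 (-0.25, standard error 0.15), every KO sample was below every WT sample (exact permutation test, two-sided, p = 0.10 each). Grm5 (-0.34, standard error 0.21) and Grik2 (-0.11, standard error 0.17) had a lower mean with overlapping groups (exact permutation p = 0.20 and 0.50). The NMDA receptor subunits Grin2a (-0.63, standard error 0.31) and Grin2b (-0.29, standard error 0.18) had lower means too, the AMPA receptors Gria1 to Gria4 had log2 fold changes from -0.09 to 0.03, and Grm3 had the highest at 0.23 (standard error 0.21). After adjustment over all probe sets tested no receptor passed (adjusted p = 0.9999 each), and 0 passed when adjusted over the list alone (smallest adjusted p = 0.055, the next 0.195). Over the list alone, 2 passed with the methods' t-test, 1 with quantile normalization again or without WT replicate 2, and 7 with array weights. Of the alternatives chosen after seeing the data, the test on the linear values passed 2, the interquartile range covariate 4 and leaving out both replicates numbered 2 passed 1. The methods' t-test, unadjusted, called 4 lower as well (Grm6, Grm8, Grik1 and Grm4), and 0 after adjustment over all. The median log2 fold change of the list was -0.11, at the 4.22 percentile of 10000 random lists of genes of similar expression. Lists outside glutamate signalling lay further out, ganglion cell markers and lens genes at 0 and myelin genes at 100. Random genes were drawn independently, while the receptors' estimated inter-gene correlation was 0.48, so the percentile is no chance level. The shift of the receptor list passed limma's camera with a preset correlation (adjusted p = 1.2e-04) but not with the correlation estimated (adjusted p = 0.580 with an estimated correlation). The count was 1, Grm6, without WT replicate 1, WT replicate 3, KO replicate 2 or KO replicate 3, was 2 with median centring and was 7 with array weights. The study chose the list, so that it is not independent evidence of its direction.

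**Figure D2:**
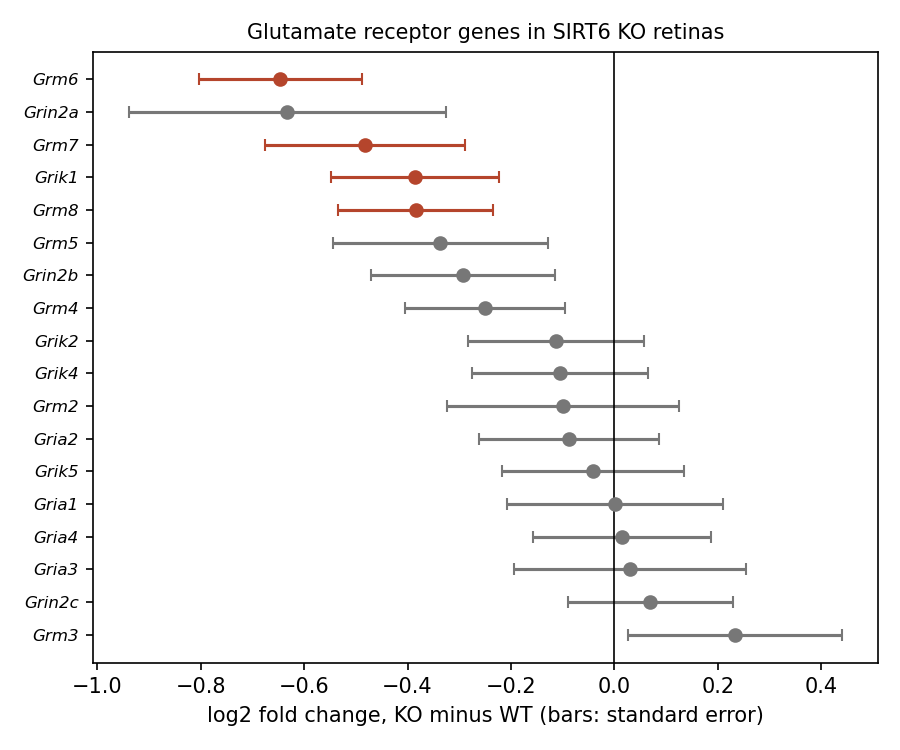
Log2 fold change, KO minus WT, of the 18 measured receptors of the legend with its standard error, where red marks an unadjusted p under 0.05 from limma. The 4 red receptors lie to the lower side, and 13 of the 18 have a value below 0.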

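Grm6, the metabotropic receptor through which ON bipolar cells receive the photoreceptors' glutamate signal, was lower in KO retinas. Its probe set (17249234) had a log2 intensity of 10.35 ± 0.13 (SD, n = 3) in WT and 9.71 ± 0.07 (SD, n = 3) in KO, a log2 fold change of -0.65 (standard error 0.16) and a KO level of 0.639 times the WT level. The KO samples lay between 9.63 and 9.77 and the WT samples between 10.24 and 10.49, with an unadjusted p of 0.0030 from limma and an exact permutation p of 0.10 (two-sided, the smallest possible). Grm6 did not pass over all probe sets tested, and its p adjusted over the list alone was the 0.055 given above. A second Grm6 probe set (17262413), at a lower level, went from 7.42 ± 0.30 in WT to 6.94 ± 0.18 in KO (SD, n = 3), a log2 fold change of -0.48 (standard error 0.20) with overlapping groups. Of other genes of ON bipolar cells, Nyx was also lower at an unadjusted p under 0.05, while the cation channel Trpm1 (-0.13, standard error 0.19), the orphan receptor Gpr179 (-0.30, standard error 0.21) and the protein kinase C gene Prkca (-0.04, standard error 0.19) did not pass. On probe set 17249234, Grm6 had the smallest p of the 18 receptors, and kept this place in every alternative run except without KO replicate 1. There Grin2a came first and Grm6 next (unadjusted p of 0.0143 and 0.0152 from limma). The second probe set was used in no alternative. The log2 fold change of Grm6 lay between -0.73 and -0.58 over the alternatives, and its adjusted p between 0.105 and 0.99999. From the lower Grm6, which it describes as exclusive to ON bipolar cells, the paper proposes that inner retinal neurons might meet more glutamate and degenerate by excitotoxicity, and therefore examined apoptotic cells by TUNEL.

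**Figure D3:**
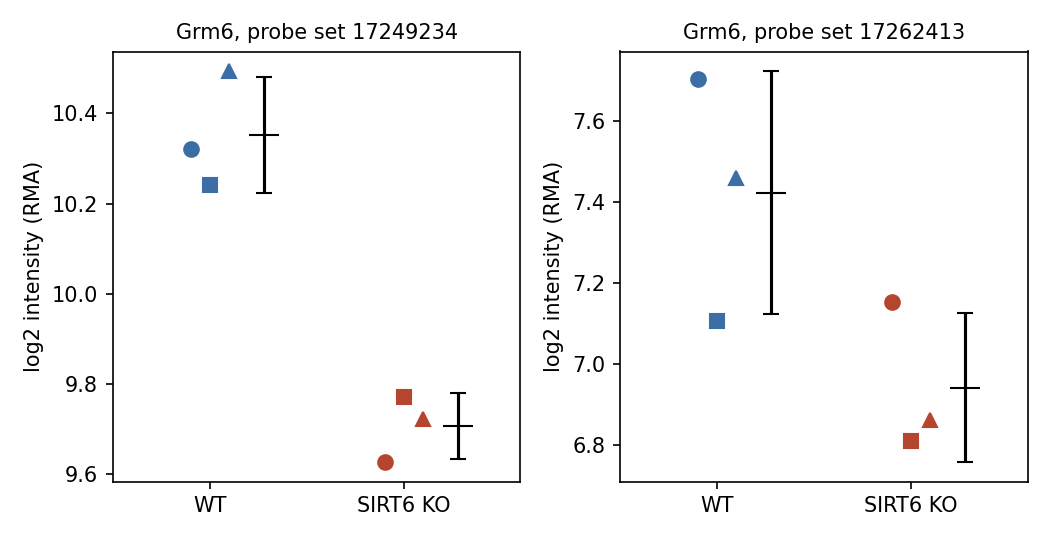
Log2 intensity of both Grm6 probe sets in each WT and KO retina sample, with the replicate shown by the marker and the mean ± SD of each group by the bar. The KO samples of probe set 17249234 lie between 9.63 and 9.77, all below its WT samples.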

Down-regulation of Grm6 might cause inner retinal neurons to be exposed to a higher amount of endogenous glutamate that might result in severe excitotoxic degeneration [24]. Therefore, we analyzed the presence of apoptotic cells by TUNEL. Notably, a significant increase of dead cells was observed in the inner nuclear layer of SIRT6 KO retinas (Fig 4D).

**Figure 4:**
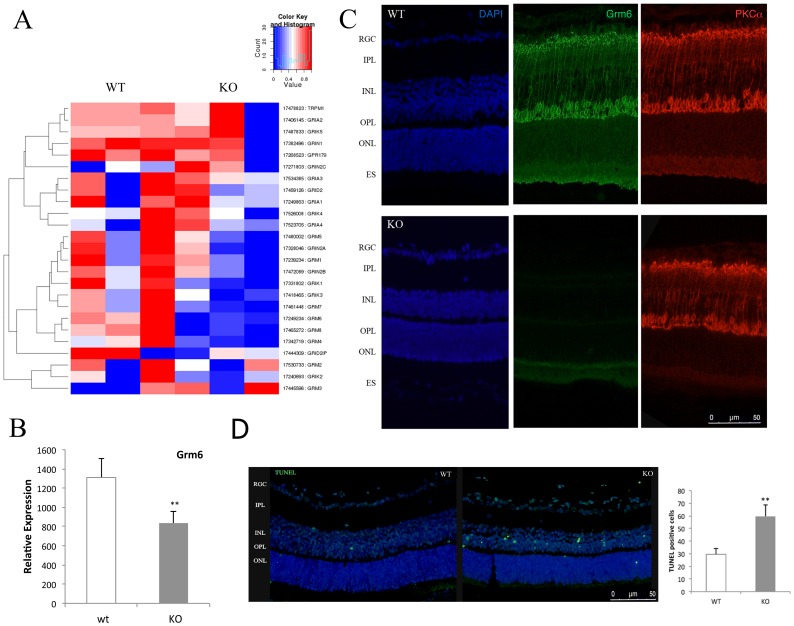
Grm6 is down-regulated in SIRT6-KO retinas. Whole retina mRNA from WT and KO mice was used to profile the expression of several key genes of glutamate receptors involved in the synaptic transmission in an Affymetrix Mouse Gene 2.1 ST DNA microarray. a) Heatmap representing the hierarchical cluster analysis shows the differential expressed mRNAs between WT and SIRT6 KO retinas. The graphic depicts the expression levels of ionotropic AMPA glutamate receptors (Gria1–4), Glutamate receptor, ionotropic kainate (Grik1-2-4-5), Glutamate [NMDA] receptors (Grin1-2a-c) and metabotropic glutamate receptors (Grm1–8). The expression data for the hierarchical clustering image has been row normalized to a range of zero to one with blue representing the row minimum and red representing the row maximum. b) RNA was purified from SIRT6 WT and KO retinas, and Grm6 levels analyzed by RT-PCR. c) immunofluorescence was performed in SIRT6 WT and KO retinas with the indicated antibodies. PKC-alpha was used as a marker for ON bipolar cells. Ganglion Cell Layer (GCL), Inner Plexiform Layer (IPL), Inner nuclear Layer (INL), Outer Plexiform Layer (OPL), Outer Nuclear Layer (ONL), Retinal Pigment Epithelium (RPE). Data are mean ± SE (n = 4) **p<0.01 d) Representative fluorescent images of TUNEL analysis performed in WT and SIRT6 KO retinal sections. Apoptotic nuclei (bright green dots) labeled with fluorescein-dUTP were visualized by fluorescence microscopy. Data are mean ± SE (n  = 3) **p<0.01

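Grm6 and Grm8 had the most alike profiles among the metabotropic receptors once each gene was scaled to a range of 0 to 1 over the 6 samples, with a Euclidean distance of 0.18 between them. Their mean scaled values were 0.80 each in WT and 0.07 and 0.06 in KO retinas. They stood in a cluster of 9 receptors (Grm4 to Grm8, Grik1, Grik3, Grin2a and Grin2b) whose mean scaled values ran from 0.66 to 0.80 in WT and from 0.06 to 0.29 in KO. A second cluster of 9 held the AMPA receptors Gria1 to Gria4 with Grik4, Grik5, Grin2c, Trpm1 and Gpr179, a cluster of 3 held Grik2, Grm2 and Grm3, and Grid2ip stood alone. The clustering covered 22 measured genes, by complete linkage into 4 groups, and tests no difference. WT replicate 3 held the highest value of 13 genes and KO replicate 3 the lowest of 13, while WT replicate 2 held the lowest of 5, so that part of the pattern lies between samples of 1 genotype. Grin1 was not analysed here.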

Synaptic transmission is a highly energy demanding process and multiple molecular events occur during synaptic activation, including receptor trafficking, signaling, and metabolic processes. In order to analyze if the changes in gene expression observed would have a functional consequence we assessed retinal function by electroretinography (ERG). As shown in Fig. 5, both scotopic and photopic *a*- and *b*-wave amplitudes were severely altered for all the light intensities analyzed, indicating that absence of SIRT6 profoundly impaired retinal function.

**Figure 5:**
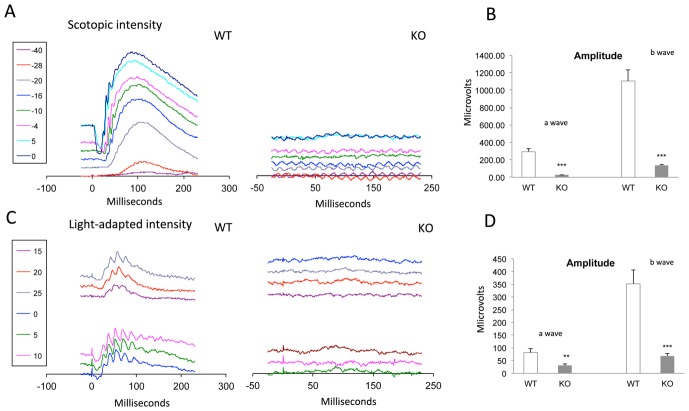
Retinal functional evaluation. Representative scotopic (A) and photopic (C) electroretinograms from WT and SIRT6-KO mice at different light intensities (dBs). Plots B and D depict average amplitudes of *a*-wave and *b*-wave. Note that the fold decrease of the scotopic *a*-wave amplitude (8) is greater than the fold decrease of the photopic *a*-wave amplitude (2,5). Data are mean ± SE (n =  4). **p<0.01, ***p<0.001.

## Discussion

The retina is one of the major energy consuming tissues within the body, maintaining high glucose metabolism for its energetic needs. Moreover, synaptic transmission is a highly energy demanding process, therefore the retina evolved mechanisms to coordinate synaptic activity with glucose homeostasis.

SIRT6 is a member of the sirtuin family of NAD(+)-dependent deacylases that acts to maintain homeostatic control of glucose metabolism by repressing a number of enzymes involved in this process [20]. Although SIRT6 plays a critical role in modulating bioenergy homeostasis and that metabolic control is essential for vision, very little is known regarding this enzyme's involvement in retinal physiology. In this study, we aimed for the first functional characterization of SIRT6 in the mouse retina.

Recent studies have shown that SIRT6 is expressed in the mouse retina and its levels seem to be higher in this tissue compared to brain, heart, liver or kidney [25]. We confirmed the presence of SIRT6 in the mouse retina and were able to determine that it is expressed in all retinal layers. Moreover, SIRT6 was found to be active in the retina since lack of this enzyme resulted in significantly increased level of acetylation of two of its described substrates, H3K9 and H3K56, in KO retinas compared to WT.

Our previous studies demonstrated that SIRT6 deficiency in mice renders a phenotype characterized by a profound hypoglycemia [19] due to increased glucose uptake. Molecularly, SIRT6 deacetylates H3K9 and H3K56, repressing expression of glycolytic genes, including the glucose transporter GLUT1 [20]. In the absence of SIRT6, those genes are up-regulated, causing uncontrolled glucose uptake and a switch towards glycolytic metabolism. Since GLUT1 is the sole transporter responsible for the transport of glucose across the blood–retinal barrier (BRB) [4], [5], we focused on this transporter. Indeed, we found that mRNA and protein levels of GLUT1 were significantly increased in retinas from SIRT6 KO mice, suggesting a glucose imbalance in this tissue. It is expected that GLUT1 upregulation would be accompanied by an increase of glucose availability in the retina making difficult to explain the defects we observed. On the other hand, upregulation of GLUT1 could as well indicate a compensatory mechanism due to local low levels of glucose since, as we published, blood glucose is being mostly uptake by skeletal muscle and adipose tissue in SIRT6 deficient mice [20]. Whether such chromatin-dependent changes in GLUT1 play a causal role in the functional defects we observed in the SIRT6 KO retinas remains to be determined.

Glutamate is the major excitatory neurotransmitter in the central nervous system, and plays important roles in regulating cell excitability and synaptic transmission. Multiple molecular events are coordinated during synaptic activation, including sodium pump activity, receptor trafficking, cytoskeletal rearrangements, signaling, and metabolic processes, making synaptic activity an energetically costly process [26]. Microarray analysis on total retinal RNA revealed that several members of the class III of the metabotropic glutamate receptor family (Grm4–8), and the kainate/AMPA-type ionotropic glutamate receptor (GRIK1–2), are down-regulated in retinas from SIRT6 KO mice. 

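Across the whole glutamate receptor family, 23 of 26 genes were measured and 18 of them had a lower mean in KO retinas, with a median log2 fold change of -0.19. Grm6, Grm7 (on 1 of its 2 probe sets), Grm8 and Grik1 were lower at an unadjusted p under 0.05 from limma, and the kainate receptor Grik3, absent from the legend's list, had -0.43 (standard error 0.22) without passing. Genes of glutamate transport, vesicles and scaffolds had lower means in 23 of 28 measured, with a median of -0.10. Among these the postsynaptic scaffold Shank1 (-0.58, standard error 0.25) and the vesicular glutamate transporter Slc17a8 (-0.37, standard error 0.16) were lower at an unadjusted p under 0.05. In ON bipolar cell signalling, 12 of 15 measured genes had a lower mean, with a median of -0.21, and Nyx, which codes for nyctalopin at the bipolar cell dendrites, was lower with Grm6 (-0.48, standard error 0.20). Of 17 bipolar cell markers, 15 had a lower mean (median -0.14), with Grm6 and Grik1 lower at an unadjusted p under 0.05. The genotypes overlapped in the list medians per sample, relative to the WT mean. WT replicate 2 lay below KO replicate 1 in the family (-0.18 against -0.08) and the transport genes (-0.20 against 0.07). It did so too in ON bipolar cell signalling (-0.11 against -0.10) and the bipolar cell markers (-0.21 against -0.08). No gene of these lists passed over all probe sets tested (limma, adjusted p = 0.9999 each). Adjusted over the list alone, Grm6 passed in ON bipolar cell signalling (adjusted p = 0.046), and 0 genes passed in the family, the transport genes or the bipolar cell markers. The Grm6 call in ON bipolar cell signalling ended without WT replicate 1 (adjusted p = 0.203), WT replicate 3 (0.291), KO replicate 1 (0.178), KO replicate 2 (0.123) or KO replicate 3 (0.143), with median centring (0.067), without dim probe sets (0.055) and over all probe sets (0.054). In the family and the bipolar cell markers Grm6 came to pass over the list alone with the methods' t-test, quantile normalization again, array weights and without WT replicate 2. Alternatives chosen after seeing the data in which it passed too were the test on the linear values, the interquartile range covariate and leaving out both replicates numbered 2. The 7 receptors that the study names as lower all had a lower mean (median -0.38), 4 at an unadjusted p under 0.05 and 1, Grm6, adjusted over the list alone (ended by leaving out any 1 sample except WT replicate 2), which is not independent evidence since the study chose them on these samples. With a preset correlation the shift passed limma's camera for the family (adjusted p = 1.2e-06), the 7 receptors (1.0e-07), the transport genes (6.2e-04), ON bipolar cell signalling (5.6e-04) and the bipolar cell markers (7.5e-04). None passed with the correlation estimated from the same values: adjusted p = 0.538 with an estimated correlation for the family, the 7 receptors and ON bipolar cell signalling, 0.635 for the transport genes and 0.596 for the bipolar cell markers. There fry called 0 lists, and with quantile normalization again it called the 7 receptors (adjusted p = 0.037). The preset call ended for the transport genes without WT replicate 3 (adjusted p = 0.138) or KO replicate 2 (0.052), and for the bipolar cell markers without WT replicate 1 (0.053) or WT replicate 3 (0.107). Preset calls were not particular to these lists: 21 of 34 lists passed, and a split of the samples that mixed the genotypes passed 20. The medians of the ganglion cell markers (-0.32) and the lens genes (-0.75) lay below that of the family.

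**Figure D4:**
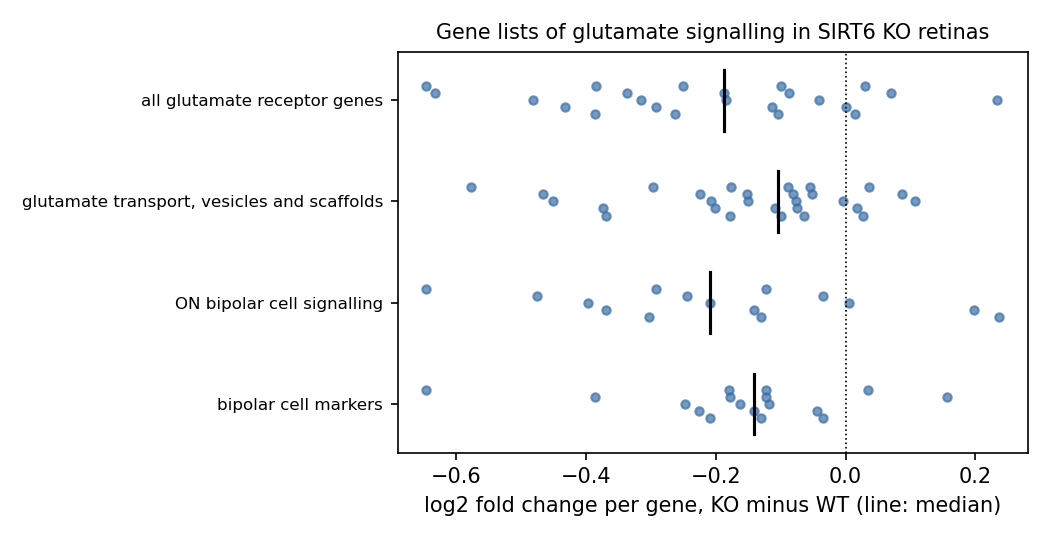
Log2 fold change, KO minus WT, of each measured member of 4 lists of glutamate signalling and bipolar cell genes, with the list's median as a line. The medians lie between -0.21 and -0.10, and members lie on both sides of 0.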

Synaptic transmission between light-excited rod photoreceptors and downstream ON-bipolar neurons is indispensable for dim vision in the mammalian retina. Indeed, disruption of this process leads to congenital stationary night blindness in human patients [27]. 

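Grm6 had both the smallest p and the lowest log2 fold change of the 7 metabotropic receptors measured, Grm2 to Grm8, in KO against WT retinas. By p it was followed by Grm8, Grm7, Grm4, Grm5, Grm3 and Grm2. The last of them, Grm2, which is a receptor of the same family, went from 8.57 ± 0.35 in WT to 8.48 ± 0.24 in KO retinas (SD, n = 3), a log2 fold change of -0.10 (standard error 0.22). Adjusted over these 7 genes alone, a family chosen after their values were seen, Grm6 had an adjusted p = 0.021 from limma and was the only one to pass. Grm6 was first by p and by log2 fold change in every alternative run, all of them on its probe set 17249234. Its other probe set (17262413) had a log2 fold change of -0.48 (standard error 0.20) and an unadjusted p of 0.043 from limma. That p was above those of Grm8 (0.032) and Grm7 (0.037) in the same test. The Grm6 call over the 7 genes ended without WT replicate 1 (adjusted p = 0.095), WT replicate 3 (0.136), KO replicate 1 (0.106), KO replicate 2 (0.058) or KO replicate 3 (0.067). More of the 7 passed elsewhere, 2 with the methods' t-test, quantile normalization again or without WT replicate 2, and 4 with array weights. Of the alternatives chosen after seeing the data, the test on the linear values passed 2. The interquartile range covariate and leaving out both replicates numbered 2 passed 3 each.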

Notably, among the metabotropic receptors analyzed, Grm6 was found to be the most significantly down-regulated in KO retinas.

Once released from the pre-synapsis, glutamate can bind to different glutamate receptors on the post-synapsis or can be removed from the synaptic cleft by high affinity glutamate transporters located on adjacent neurons and surrounding glial cells to prevent cell death. The major pathway of glutamate metabolism consists of glutamate uptake by glutamate transporters followed by enzymatic conversion of glutamate to non-toxic glutamine by glutamine synthetase. When a glutamate transporter is pharmacologically blocked, inner retinal neurons are exposed to a higher amount of endogenous glutamate, resulting in severe excitotoxic degeneration [24]. These observations suggest that glutamate is neurotoxic when the uptake system is impaired rather than when the release is excessive. Alternatively, impaired expression of a post-synaptic receptor may contribute to the accumulation of the neurotransmitter in the inter-synaptic space. In this context, down-regulation of Grm6 could account for the increment of glutamate in the inter-synaptic space exerting a toxic effect that could explain the increase of TUNEL positive cells (bipolar cells or Müller cells or both) found in the inner nuclear layer of SIRT6 KO retinas. Since both bipolar and Müller cells are involved in the generation of the *b*-wave, apoptotic cells in the inner nuclear layer would explain the alteration observed in the ERG.

Although no structural differences were observed between WT and KO retinas, functional analysis showed a significantly impaired ERG in KO animals where both *a* and *b* waves were severely compromised. Interestingly, cones would be less affected than rods since the fold decrease of the *a*-wave amplitude in the photopic ERG is less than the fold decrease in the scotopic ERG (2.5 vs. 8). Whether lack of SIRT6 is affecting photoreceptor activity specifically requires further studies. Taken together, up-regulation of GLUT1, down-regulation of Grm6 and the increased number of apoptotic cells in retinas from *sirt6* ^−/−^ mice could account, at least in part, for the visual deficiency observed in these mice.

Overall, our studies demonstrated that SIRT6 deficiency causes major chromatin changes in the retina, which is accompanied by marked changes in expression of metabolic genes and metabotropic receptors, likely explaining the severe functional impairment observed in the SIRT6-KO retinas. Previous studies established sirtuins as critical modulators of metabolism, protecting against metabolic- and age-related diseases, such as diabetes, metabolic syndrome, cancer and neurodegenerative disorders [28]. Our results indicate that SIRT6 plays an important role in maintaining normal retinal function.

Altered methylation patterns and histone modifications have been identified in different ocular diseases like diabetic retinopathy, glaucoma and age-related macular degeneration [29], [30], [31]. However, a comprehensively characterized epigenomic signature for any ocular disease remains elusive. Several questions arise: is there any epigenetic mark that would predict the onset or the progression of an ocular disease? Do epigenetic factors regulate other cellular pathways (other that glucose metabolism and glutamatergic synapse) that may alter visual function? Although epigenetic therapies have proven to be effective in cancer applications [32], the benefits of these approaches have not yet been applied for human ophthalmic diseases.

## Supporting Information

Figure S1 **Histological analysis and eye fundus.** a) Representative low magnification (4X) cross-sections of eyes from WT and SIRT6KO mice. General structure, size and optic nerve head can be observed. No distinctive alteration is detected in SIRT6KO retinas b) Representative fundus images were taken from WT and 2-week-old mouse using the endoscopic fundus imaging system. Posterior pole of the fundus can be observed.
(TIF)

Figure S2 **H3K9 acetylation is shown by immunofluoescence. Ganglion Cell Layer (GCL), Inner Plexiform Layer (IPL), Inner nuclear Layer (INL) Outer Plexiform Layer (OPL), Outer Nuclear Layer (ONL), Retinal Pigment Epithelium (RPE).**
(TIF)

File S1 **Supporting Methodology.**
(DOCX)

## References

[1] NivenJE, LaughlinSB (2008) Energy limitation as a selective pressure on the evolution of sensory systems. J Exp Biol 211: 1792–1804.1849039510.1242/jeb.017574

[2] Graymore CN (1970) Biochemistry of the retina. In: Graymore CN, ed. Biochemistry of the Eye. London: Academic Press. pp 645–735.

[3] WinklerBS (1981) Glycolytic and oxidative metabolism in relation to retinal function. J Gen Physiol 77: 667–692.626716510.1085/jgp.77.6.667PMC2215447

[4] MantychGS, HagemanGS, DevaskarSU (1993) Characterization of glucose transporter isoforms in the adult and developing human eye. Endocrinology 133: 600–607.834420110.1210/endo.133.2.8344201

[5] KumagaiAK, GlasgowBJ, PardridgeWM (1994) GLUT1 glucose transporter expression in the human diabetic and non-diabetic eye. Invest Ophthalmol Vis Sci 35: 2887–2894.8188484

[6] KhanMI, BarlowRB, WeinstockRS (2011) Acute hypoglycemia decreases central retinal function in the human eye. Vis. Res 51: 1623–26.2160159010.1016/j.visres.2011.05.003PMC3149775

[7] Skrandies W, Heinrich H (1992) Differential effects of mild hypoglycemia on proximal and distal retinal structures in man as revealed by electroretinography. Neurosci. Lett. 134: , 165–8.10.1016/0304-3940(92)90507-41589141

[8] UminoY, EverhartD, SolessioE, CusatoK, PanJC, et al (2006) Hypoglycemia leads to age-related loss of vision. Proc. Natl. Acad. Sci U. S. A. 103: 19541–45.1715915710.1073/pnas.0604478104PMC1697832

[9] McCrimmonRJ, DearyIJ, HuntlyBJ, MacLeodKJ, FrierBM (1996) Visual information processing during controlled hypoglycaemia in humans. *Brain* 119: 1277–1287.881329010.1093/brain/119.4.1277

[10] EwingFM, DearyIJ, McCrimmonRJ, StrachanMW, FrierBM (1998) Effect of acute hypoglycemia on visual information processing in adults with type 1 diabetes mellitus. *Physiol Behav* 64: 653–660.981757710.1016/s0031-9384(98)00120-6

[11] BarlowRB, FarellB, KhanM (2003) Metabolic modulation of visual sensitivity. *Adv Exp Med Biol* 533: 259–267.1518027210.1007/978-1-4615-0067-4_32

[12] Jolivet R, Magistretti PJ, Weber B (2009) Deciphering neuron-glia compartmentalization in cortical energy metabolism. Front Neuroenergetics doi:10.3389/neuro.14.004.200910.3389/neuro.14.004.2009PMC271592219636395

[13] Khatri N, Man HY (2013) Synaptic Activity and Bioenergy Homeostasis: Implications in Brain Trauma and Neurodegenerative Diseases. Front Neurol. 4: : 199. eCollection 2013.10.3389/fneur.2013.00199PMC385878524376435

[14] NomuraA, ShigemotoR, NakamuraY, OkamotoN, MizunoN, et al (1994) Developmentally regulated postsynaptic localization of a metabotropic glutamate receptor in rat rod bipolar cells. Cell 77: 361–9.818105610.1016/0092-8674(94)90151-1

[15] DhingraA, LyubarskyA, JiangM, PughENJr, BirnbaumerL, et al (2000) The light response of ON bipolar neurons requires G[alpha]o. J Neurosci 20: 9053–9058.1112498210.1523/JNEUROSCI.20-24-09053.2000PMC6773027

[16] ImaiS, ArmstrongCM, KaeberleinM, GuarenteL (2000) Transcriptional silencing and longevity protein Sir2 is an NAD-dependent histone deacetylase. Nature 403: 795–800.1069381110.1038/35001622

[17] BrunetA, SweeneyLB, SturgillJF, ChuaKF, GreerPL, et al (2004) Stress-dependent regulation of FOXO transcription factors by the SIRT1 deacetylase. Science 303: 2011–2015.1497626410.1126/science.1094637

[18] KaeberleinM, McVeyM, GuarenteL (1999) The SIR2/3/4 complex and SIR2 alone promote longevity in *Saccharomyces cerevisiae* by two different mechanisms. Genes Dev. 13: 2570–2580.1052140110.1101/gad.13.19.2570PMC317077

[19] MostoslavskyR, ChuaKF, LombardDB, PangWW, FischerMR, et al (2006) Genomic instability and aging-like phenotype in the absence of mammalian SIRT6. Cell 124: 315–29.1643920610.1016/j.cell.2005.11.044

[20] ZhongL, D'UrsoA, ToiberD, SebastianC, HenryRE, et al (2010) The histone deacetylase Sirt6 regulates glucose homeostasis via Hif1alpha. Cell 140: 280–93.2014184110.1016/j.cell.2009.12.041PMC2821045

[21] ChengHL, MostoslavskyR, SaitoS, ManisJP, GuY, et al (2003) Developmental defects and p53 hyperacetylation in Sir2 homolog (SIRT1)-deficient mice. Proc. Natl. Acad. Sci USA 100: 10794–10799.1296038110.1073/pnas.1934713100PMC196882

[22] FernandezDC, PasquiniLA, DorfmanD, Aldana MarcosHJ, RosensteinRE (2012) Ischemic conditioning protects from axoglial alterations of the optic pathway induced by experimental diabetes in rats. PLoSOne 7(12): e51966 doi:10.1371/journal.pone.0051966 10.1371/journal.pone.0051966PMC352739323284834

[23] Hennig AK, Peng G, Chen S (2013) Transcription Coactivators p300 and CBP Are Necessary for Photoreceptor-Specific Chromatin Organization and Gene Expression. PLoS One 10.1371/journal.pone.006972110.1371/journal.pone.0069721PMC372488523922782

[24] IzumiY, ShimamotoK, BenzAM, HammermanSB, OlneyJW, et al (2002) Glutamate transporters and retinal excitotoxicity. Glia 39: 58–68.1211237610.1002/glia.10082

[25] BanN, OzawaY, InabaT, MiyakeS, WatanabeM, et al (2013) Light-dark condition regulates sirtuin mRNA levels in the retina. Exp Gerontol 48: 1212–7.2364858710.1016/j.exger.2013.04.010

[26] - HowarthC, GleesonP, AttwellD (2012) Updated energy budgets for neural computation in the neocortex and cerebellum. J Cereb Blood Flow Metab 32: 1222–32 doi:10.1038/jcbfm.2012.35 2243406910.1038/jcbfm.2012.35PMC3390818

[27] DryjaTP, McGeeTL, BersonEL, FishmanGA, SandbergMA, et al (2005) Night blindness and abnormal cone electroretinogram ON responses in patients with mutations in the GRM6 gene encoding mGluR6. Proc Natl Acad Sci USA 102: 4884–9.1578187110.1073/pnas.0501233102PMC555731

[28] SebastiánC, SatterstromFK, HaigisMC, MostoslavskyR (2012) From Sirtuin Biology to Human Diseases: An Update. J Biol Chem 287: 42444–52.2308695410.1074/jbc.R112.402768PMC3522245

[29] ZhongQ, KowluruRA (2011) Epigenetic changes in mitochondrial superoxide dismutase in the retina and the development of diabetic retinopathy. Diabetes 60: 1304–1313.2135746710.2337/db10-0133PMC3064104

[30] PelzelHR, SchlampCL, WaclawskiM, ShawMK, NickellsRW (2012) Silencing of Fem1cR3 gene expression in the DBA/2J mouse precedes retinal ganglion cell death and is associated with histone deacetylase activity. Invest Ophthalmol Vis Sci 53: 1428–1435.2229748810.1167/iovs.11-8872PMC3339913

[31] WeiL, LiuB, TuoJ, ShenD, ChenP, et al (2012) Hypomethylation of the IL17RC Promoter Associates with Age-Related Macular Degeneration. Cell Rep 2: 1151–8.2317762510.1016/j.celrep.2012.10.013PMC3513594

[32] YooCB, JonesPA (2006) Epigenetic therapy of cancer: past, present and future. Nat Rev Drug Discov 5: 37–50.1648534510.1038/nrd1930

# Supplementary material for: SIRT6 Is Required for Normal Retinal Function
**Source:** PLoS One. 2014 Jun 4;9(6):e98831. doi: 10.1371/journal.pone.0098831
**Supplement:** File S1 — Supporting Methodology.

Supporting Methodology

**Eye fundus**

Eyes were examined for clinical status using a binocular fundus microscope with coaxial illumination. A drop of sterile physiological solution was placed on the cornea and a microscope coverslip served as a lens to equalize refraction. Eyes were examined for engorged blood vessels, constricted blood vessels (“cuffing”), white linear lesions, subretinal hemorrhages, and retinal detachment. The fundus was imaged using the Micron II small animal retinal imaging AD camera (Phoenix Research Laboratories, INC).

How the deposited data were processed for this re-analysis (not part of the article)

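Total retinal RNA of 15-day-old SIRT6 WT and SIRT6-KO mice, 3 samples of each genotype, was measured on Affymetrix Mouse Gene ST arrays, 1 array per sample. The deposited values are intensities that the authors computed from the arrays with RMA, which corrects the background, applies quantile normalization over probes and summarizes the probes of each probe set. The version of the package, the annotation and the genome build that the authors used remain unknown here. The values of the 41345 probe sets ran from 8.01 to 16601 in WT replicate 1, with similar limits in the other samples, and this range was read as a linear scale. RMA itself gives log2 values, which the design had assumed, with log2 to be taken first if the scale were linear, and this was done. The median log2 intensity was 6.94, 7.09 and 6.96 in WT replicates 1 to 3 and 6.98, 7.06 and 6.94 in KO replicates 1 to 3. Pairwise Pearson correlations over probe sets lay between 0.936 and 0.992.

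Gene symbols came from the array platform's annotation, and 23521 probe sets with exactly 1 symbol, for 22180 genes, were tested. Left out were 1814 probe sets with several symbols and 16010 without one. Genes were ordered along the chromosomes with the RefSeq genes of GRCm38. Where a gene had several probe sets, the one with the largest variance over the 6 samples was used for gene lists and receptors, as the paper's methods state, with the variance taken on the linear scale. Grin1 had no probe set with a single symbol and was not analysed here, and some other receptor genes are not reported here.

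KO was compared with WT by lmFit and eBayes of limma 3.58.1 in R 4.3.3, 3 samples against 3, two-sided, with no covariate and with Benjamini-Hochberg adjustment over all probe sets tested, at a threshold of 0.05. Unadjusted p-values are reported too, since the paper's statistics section gives Student's test at that threshold for the whole paper and names no adjustment. Exact permutation tests of a difference in means used all ways of choosing 3 of the 6 samples. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, for the 34 of 35 lists that had at least 5 measured genes, with Benjamini-Hochberg adjustment over the lists. For the receptors of the legend and for the ganglion cell, myelin and lens lists, 10000 random lists each were drawn from 50 bins of expression. For the heatmap genes, linear values were scaled to a range of 0 to 1 per gene and clustered by Euclidean distance and complete linkage into 4 groups.

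The lists, the tests, the alternatives and the rule for the genes named in the text were fixed before the data were examined. The rule takes every gene the paper names as measured or as a marker. It also takes the 10 genes with the largest rise and the 10 with the largest fall that pass at an adjusted p under 0.05 without overlap between the groups. Places left open were filled by the smallest unadjusted p without overlap, leaving out predicted and RIKEN symbols. In each list it takes up to 4 members with the smallest p. Genes outside the rule are marked in the text as chosen after their values were seen.

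The alternatives were the replicate number as a block, the methods' t-test, quantile normalization applied again, median centring, leaving out dim probe sets, testing all probe sets, an intensity trend with a robust prior, array weights, the probe set with the highest mean, leaving out each sample, and the whole receptor family in place of the legend's list. Added after seeing the data were the largest variance on the log2 scale, the test on the linear values, each array's interquartile range as a covariate, leaving out both replicates numbered 2, and the sirtuin list without Sirt6. The comparison was tested on simulated data of the same size. Of 50 probe sets at each size of change, 0% were recovered at an adjusted p under 0.05 for a log2 change of 0.5, 24% for 1, 80% for 2 and 96% for 3, with 3 false calls. At an unadjusted p under 0.05 these shares were 60%, 96%, 98% and 100%, beside 5.41% of the unchanged probe sets. The simulated noise was independent between probe sets, and 1.86% of the real probe sets passed unadjusted, so the shares recovered may be too high. The RT-PCR, immunostaining and physiology of the paper were not analysed here.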

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

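The rule that picked the 3 genes below, the interquartile range covariate and the comparison with windows of neighbouring genes were chosen after the results were seen. The genes are outside those the paper discusses, had a higher mean in KO than in WT retinas and passed at an adjusted p under 0.05 in at least 1 alternative with all 6 samples, leaving aside the fit that uses the replicate numbers. Tmem26 had a log2 fold change of 2.31 and passed with array weights (adjusted p = 0.0025) and with the interquartile range of each array as a covariate (adjusted p = 0.033), over a range of 0.0025 to 0.99996. 1700101O22Rik (probe set 17279910), which the naming rule leaves out, had a log2 fold change of 1.85 (standard error 0.26), from 5.63 ± 0.41 in WT to 7.48 ± 0.37 in KO retinas (SD, n = 3), with an adjusted p = 0.649 from limma that became 0.0070 with array weights, over a range of 0.0070 to 0.99999. Apod had a log2 fold change of 1.24 and an adjusted p = 0.0498 with array weights, over a range of 0.0498 to 0.99999.

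Tmem26 lies on the chromosome that carries Sirt6, with 246 measured genes between them, of 21994 genes placed on GRCm38. Of the 246, 11 (4.47%) had an unadjusted p under 0.05 from limma, against 396 of 21746 elsewhere (1.82%; Fisher's exact test, one-sided, p = 0.0064), and 9 of the 11 were lower in KO (Susd2 -0.69, Diras1 -0.51) and 2 higher (Cirbp 0.58, Rps15 0.57, examples chosen after their values were seen). Neighbouring genes are not independent, and 2.40% of 17062 overlapping windows of as many genes, but 0 of 80 separate ones, held as many such genes. A candidate explanation is a chromosome segment around the targeted gene that differs between KO and WT mice, and the test went the way it needs. It was not separated from an effect of the loss of SIRT6 on these genes, which was not tested and stays open.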

How the results depend on the processing

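The test on the linear values, the log2 variance rule, the interquartile range covariate, the sirtuin list without Sirt6 and leaving out both replicates numbered 2 were chosen after seeing the data. With 3 arrays per genotype, low signal over background limits what can be said of dim genes, and the cause of the changes below was not tested, except that fewer samples or another number of probe sets tested alter the counts by construction. Grm6 kept its direction and its unadjusted p under 0.05 in all 18 alternatives without a block, and 0 of them gave it an adjusted p under 0.05 (limma, lowest adjusted p = 0.105). Of 1393 values under alternatives of the 74 genes followed besides Grm6, Sirt6 and Slc2a1, 1196 kept direction and side of the threshold. Of the rest, 153 kept the direction only, 19 came to pass and 25 reversed. Probe sets higher in KO at an adjusted p under 0.05 numbered 3 with array weights and 1 with the interquartile range covariate. Lower ones numbered 0 with the methods' t-test, median centring, all probe sets, the test on the linear values and both replicates numbered 2 left out, 2 with array weights, and 0 to 1 without 1 sample. At an unadjusted p under 0.05 the higher and lower counts were 2253 and 2283 with array weights, whose fit stopped before it converged and put 19.3% of probe sets past the threshold. They were 1114 and 1081 with the interquartile range covariate, 833 and 647 without both replicates numbered 2, 322 and 353 over all probe sets, and 114 to 1204 and 70 to 823 without 1 sample. The higher count was 101 without dim probe sets, and the lower one 423 with the methods' t-test, 421 on the linear values and 616 with quantile normalization again. The legend's receptors lower in KO numbered 2 with median centring, 7 with array weights and 1 to 6 without 1 sample, and the rank of Grm6 was 1 to 2. Shifted gene lists numbered 0 with an estimated correlation, 0 with fry, 11 to 21 without 1 sample (13 without WT replicate 1, 13 without WT replicate 3, 11 without KO replicate 2) and 17 to 21 in the other alternatives. They have no value under the methods' t-test or the test on the linear values, and genes with only dim probe sets have none without these. The Sirt6 call was lost at log2 fold changes of -2.45 (the methods' t-test, all probe sets, the test on the linear values), -2.44 (median centring) and -2.67 (both replicates numbered 2 left out), and the range without 1 sample was -2.61 to -2.27. Slc2a1 reversed to -0.067 with array weights and -0.063 without both replicates numbered 2, and ran from -0.063 to 0.12 without 1 sample. Gria1 reversed to -0.23 and Gria3 to -0.16 with array weights. Without both replicates numbered 2, Gria1 reversed to -0.14, Gria3 to -0.19 and Gria4 to -0.057. Gria4 reversed to -0.013 with quantile normalization again, Hif1a to 0.0082 with the interquartile range covariate and Grin2c to -0.028 with the log2 variance rule. Without 1 sample the ranges of genes that reversed were -0.18 to 0.071 for Actb, -0.16 to 0.14 for Prkca, -0.093 to 0.038 for Hif1a, -0.19 to 0.12 for Gria1, -0.20 to 0.040 for Gria2, -0.20 to 0.18 for Gria3, -0.083 to 0.11 for Gria4, -0.14 to 0.099 for Grik5, -0.30 to 0.032 for Grm2 and -0.26 to 0.021 for Trpm1.

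With the replicate number as a replicate block, 2 probe sets were higher and 1 was lower at an adjusted p under 0.05, and 887 and 833 at an unadjusted p under 0.05. The preset call of the sirtuin list ended (0.102), and fry called the ganglion cell markers (adjusted p = 0.042). At an unadjusted p under 0.05, 14 of the 20 lens genes were lower (0 without the block), as were 10 ganglion cell markers (5 without it), and 7 myelin genes were higher (2 without it). Adjusted over the list alone, Grm6 passed among the legend's receptors (limma, adjusted p = 0.023), the family (0.029) and the bipolar cell markers (0.022). Of the 7 receptors that the study names as lower, 4 passed over their list, and of the ganglion cell markers 7 did. The numbers do not settle whether the samples are paired: the deviations from the genotype mean correlated by 0.630, 0.650 and 0.005 between the samples numbered 1, 2 and 3. The samples numbered 1 correlated best with each other, as did those numbered 2, while WT replicate 3 and KO replicate 3 each correlated best with WT replicate 1.

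The 6 samples allow 10 splits into 3 and 3, too few for a share under 0.05, and the tests over splits of both probe set counts were written after the counts were seen. As many probe sets as the real split's 1 passed at an adjusted p under 0.05 in 3 splits, the real one included, with the highest other split at 1129. For the unadjusted count of 437 it was 5 splits (highest other 8274), for the 4 receptors 2 splits (highest other 6) and for the 21 gene lists 1 split (highest other 20). The split with 1129 and 8274 sets WT replicates 1 and 3 and KO replicate 1 against WT replicate 2 and KO replicates 2 and 3, and points to a structure of the samples other than genotype.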

Differences from the paper's values

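The test on the linear values named here was chosen after seeing the data. The paper prints no array value, and states that Grm4 to Grm8, Grik1 and Grik2 were significantly lower in KO retinas. All 7 had a lower mean here, and Grm6, Grm7, Grm8 and Grik1 were lower at an unadjusted p under 0.05 from limma, Grm7 on 1 of its 2 probe sets (unadjusted p of 0.95 from limma on the one with the higher mean). Grm4 (unadjusted p of 0.141 from limma, exact permutation p of 0.10), Grm5 (0.142 and 0.20) and Grik2 (0.522 and 0.50) were not. The methods' t-test put Grm4 past the threshold (unadjusted p of 0.026) and dropped Grm7 (0.061), and the test on the linear values, chosen after seeing the values, called Grm4 and dropped 1 of the paper's 7, Grm7, that limma called. Grm5 came to pass with array weights (unadjusted p of 0.0062 from limma) and without WT replicate 2. Grik2 passed in no alternative run (lowest unadjusted p of 0.166). With adjustment over all probe sets none of the 7 passed in any alternative run, the smallest being that of Grm6 with array weights (adjusted p = 0.105), in a range up to 0.99999. The paper's text names no adjustment for the array. The place of Grm6 as the receptor with the smallest p, on its probe set 17249234, was the same here as in the paper.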

Other observations

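The tests of Grm6 against the other bipolar cell markers and of the myelin genes without KO replicate 3 were written after the results were seen, and the interquartile range covariate, the spreads over samples and the limits used in the myelin tests and the sirtuin list without Sirt6 were chosen after seeing the data. Ganglion cell markers had a lower mean in KO retinas in 17 of 19 measured genes, with a median log2 fold change of -0.32. Their medians per sample were 0.083, -0.30 and 0.21 in WT and -0.18, -0.59 and -0.22 in KO, with WT replicate 2 below KO replicates 1 and 3. The neurofilament genes Nefh (-0.93, standard error 0.24), Nefl (-0.54, standard error 0.21) and Nefm (-0.51, standard error 0.21) and the surface protein Thy1 (-0.47, standard error 0.16) were among 5 lower at an unadjusted p under 0.05 from limma, and 0 were higher. Myelin and optic nerve genes went the other way, with a higher mean in 12 of 13, a median of 0.40 and 2 higher at an unadjusted p under 0.05, Mobp (0.77, standard error 0.21) and Mal (0.55, standard error 0.20), both of myelin. In the glucocorticoid and fasting response, 6 of 24 were higher and 0 lower at an unadjusted p under 0.05 (median 0.091), among them the growth factor binding protein Igfbp3 (0.86, standard error 0.21), the glucose-responsive Txnip (1.11, standard error 0.37), the cell cycle inhibitor Cdkn1a (0.53, standard error 0.19) and the metallothionein Mt2 (0.49, standard error 0.18). Ribosomal protein genes had a median of 0.19, with 4 of 67 higher at an unadjusted p under 0.05 (Rps28 0.80, Rps4l 0.73, Rps15 0.57 and Rps25 0.44), and genes of the mitochondrial respiratory chain had a median of 0.14, with Ndufb11 (0.89, standard error 0.35) the only 1 of 75 at an unadjusted p under 0.05. None of these genes passed over all probe sets tested or, adjusted over the list alone, in the main limma comparison with all samples and no covariate. Over the list alone, 6 ganglion cell markers passed with quantile normalization again, 10 with array weights and 9 without WT replicate 2, and of the myelin genes 7 passed with array weights, 4 without KO replicate 1 and 1 without dim probe sets. In the glucocorticoid and fasting response 3 passed with array weights and 4 without KO replicate 3, and of the ribosomal protein genes 1 passed with array weights. These counts over the list alone take higher and lower genes together. Of the alternatives chosen after seeing the data, the interquartile range covariate passed 9 ganglion cell markers and leaving out both replicates numbered 2 passed 1. The camera test with a preset correlation passed for the ganglion cell markers (adjusted p = 4.9e-08), the myelin genes (2.0e-08), the glucocorticoid and fasting response (1.5e-04), the ribosomal protein genes (2.0e-08) and the respiratory chain (6.9e-06). With an estimated correlation none passed: adjusted p = 0.538 with an estimated correlation for the first 3 lists, 0.574 for the ribosomal protein genes and 0.698 for the respiratory chain. The preset call of the ribosomal protein genes ended without KO replicate 3 (adjusted p = 0.107), that of the glucocorticoid and fasting response with array weights (0.445), without WT replicate 2 (0.129) or without both replicates numbered 2 (0.459, with the median at -0.0055), and that of the respiratory chain without WT replicate 2 (0.28) or KO replicate 3 (0.085, with the median at -0.05).

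All 20 measured lens genes had a lower mean in KO (median -0.75), with 0 at an unadjusted p under 0.05 from limma or, adjusted, by any tool with all samples, except in the fit that uses the replicate numbers, and with list medians per sample of -0.079, -1.14 and 1.22 in WT and -0.56, -1.83 and 0.051 in KO, a wide spread within each genotype. At an unadjusted p under 0.05, 7 were lower without WT replicate 2 and 2 without KO replicate 3. The brightest, Cryaa (chosen after its values were seen) and Cryba1, went from 13.13 to 12.86 and from 12.80 to 12.02, and 18 of the 20 lay above the median probe set of the WT retinas. Amacrine cell markers had a median of -0.17, yet their only 1 of 20 at an unadjusted p under 0.05 was higher, Th (0.57, standard error 0.17), the tyrosine hydroxylase of dopaminergic cells. Cholesterol synthesis (-0.15, 17 genes) and the photoreceptor ribbon synapse (-0.15, 24 genes) had negative medians with 0 genes at an unadjusted p under 0.05. Negative medians were also found in the immediate early genes (-0.13, with Fosl2 at -0.55), horizontal cell markers (-0.11, with Lhx1 at -0.40), interferon response (-0.12) and glycolysis and glucose uptake (-0.11, with Pfkl at -0.42 and the pyruvate dehydrogenase kinase Pdk4 at 0.46). Pfkl lies between Sirt6 and Tmem26, so for this gene a differing chromosome segment cannot be told apart from an effect of the loss of SIRT6. Gliosis genes had a median of 0.12, with Lcn2 at 0.51 (standard error 0.15), and the sirtuins -0.11, where Sirt6 alone passed and Sirt2 had 0.26. Their preset camera results were adjusted p = 1.0e-06 for lens, 0.0050 for amacrine cells, 0.0020 for cholesterol synthesis, 0.0015 for the ribbon synapse, 0.011 for immediate early genes, 0.015 for horizontal cells, 0.027 for interferon, 0.030 for glycolysis, 0.048 for gliosis and 0.047 for the sirtuins. None held otherwise: adjusted p = 0.580 with an estimated correlation for lens, 0.596 for amacrine cells, 0.635 for cholesterol synthesis, 0.628 for the ribbon synapse and the sirtuins, 0.750 for glycolysis and 0.538 for the other 4. In all, 21 of 34 lists passed with the preset correlation, 16 lower and 5 higher, 0 with an estimated one and 0 with fry (3 unadjusted), which tests whether a list's genes move on balance one way, while its test of change in either direction passed for the sirtuins. The sirtuin results rest on the deleted gene: without Sirt6 the other 6 had a median of -0.044, a preset camera adjusted p = 0.988 and an adjusted p = 0.741 for change in either direction.

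Leaving out 1 sample ended several of these preset calls. Without WT replicate 1 the adjusted p was 0.065 for the ribbon synapse, 0.595 for glycolysis, 0.235 for the sirtuins, 0.102 for cholesterol synthesis, 0.070 for immediate early genes, 0.065 for gliosis and 0.115 for amacrine cells. Without WT replicate 2 it was 0.058 for immediate early genes, 0.417 for gliosis and 0.218 for interferon, and without WT replicate 3 it was 0.052 for glycolysis, 0.142 for the sirtuins, 0.138 for cholesterol synthesis, 0.142 for amacrine cells, 0.138 for horizontal cells and 0.214 for lens. Without KO replicate 1 it was 0.132 for gliosis and 0.060 for interferon. Without KO replicate 2 it was 0.452 for glycolysis, 0.288 for the sirtuins (with the median at 0.11), 0.796 for cholesterol synthesis, 0.052 for immediate early genes, 0.108 for gliosis, 0.272 for amacrine cells, 0.108 for horizontal cells, 0.108 for lens and 0.108 for interferon. Without KO replicate 3 it was 0.224 for the ribbon synapse, 0.169 for glycolysis, 0.221 for immediate early genes and 0.061 for gliosis. With all samples, the sirtuin call also ended with quantile normalization again (0.222), median centring (0.051), dim probe sets left out (0.093) and an intensity trend (0.055). Gliosis ended with median centring (0.065), an intensity trend (0.054) and array weights (0.253). Immediate early genes ended without dim probe sets (0.147), as did horizontal cells (0.147) and interferon (0.319), and these 2 also ended with array weights (0.055 and 0.127). Of the alternatives added after seeing the data, the interquartile range covariate ended glycolysis (0.145), the sirtuins (0.460), gliosis (0.059) and horizontal cells (0.052). Leaving out both replicates numbered 2 ended glycolysis, the sirtuins and immediate early genes (0.052 each), gliosis (0.360) and interferon (0.165), and there fry called the sirtuins (adjusted p = 0.017).

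Rod phototransduction (median -0.08, adjusted p = 0.108 from camera), cone photoreceptor genes (-0.06, 0.340), HIF1 target genes (-0.03, 0.521) and cell division (-0.05, 0.583) did not pass. Neither did the markers of Mueller glia (-0.08, 0.146, with Abca8a at -0.46), the pigment epithelium (-0.04, 0.133), endothelial cells and pericytes (-0.07, 0.224) and microglia and macrophages (0.02, 0.622), nor insulin and IGF signalling (-0.04, 0.583, with Igfbp3 again). In the pigment epithelium Slc6a20a (-0.55), Rdh5 (-0.55) and Cdh3 (-0.46) were lower and Krt18 (0.54) was higher at an unadjusted p under 0.05. The p53 and apoptosis genes (-0.01, 0.948), the integrated stress response (-0.02, 0.378), the clock genes (-0.08, 0.717) and the ciliary body, cornea and muscle genes (-0.01, 0.696, with Actn3 at -0.39) did not pass either, and in these 4, as in the microglia list, the sign of the median differed from the direction of the test. The median of each of these lists except rod phototransduction changed sign in at least 1 of the alternatives, those without 1 sample included, and some lists came to pass without 1 sample. Without WT replicate 2 the adjusted p was 0.015 for cones, 0.046 for HIF1 targets, 0.026 for Mueller glia, 0.026 for the pigment epithelium and 0.046 for endothelial cells, and with an estimated correlation 0.535 for cones and 0.616 for the other 4. Without KO replicate 1 it was 0.043 for rods, and without KO replicate 3 it was 0.0086 for Mueller glia, 3.1e-06 for the pigment epithelium, 2.1e-04 for endothelial cells, 4.2e-04 for microglia, 0.036 for cell division and 0.0050 for clock genes. With an estimated correlation these were 0.657 for rods and 0.495 to 0.640 for the lists without KO replicate 3. With all samples, rods passed with an intensity trend (0.037), and rods (0.0018), cones (0.0058), HIF1 targets (0.039) and clock genes (0.017, lower in KO where the test had pointed higher) passed with array weights. With an estimated correlation the adjusted p was 0.681 for rods with the trend and 0.509 to 0.644 for the 4 lists with array weights. Rods (0.040) and cones (0.038) also passed without both replicates numbered 2, an alternative added after seeing the data, and had 0.728 and 0.620 with an estimated correlation. Of the red blood cell genes 2 were measured, Bpgm (0.04) and Slc4a1 (-0.01), and this list was not tested. Slc2a1, which codes for GLUT1, had a log2 fold change of 0.05 (standard error 0.17), and its other probe set (17429307) -0.07 (standard error 0.17). The paper reports higher GLUT1 mRNA and protein in KO retinas, measured in other samples, by its methods' default from older mice than the 15-day-old ones here. Slc2a4 had 0.11 (standard error 0.17), Hif1a -0.01 (standard error 0.16) and Actb -0.07 (standard error 0.19).

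Grm6 was lower in KO retinas by more than its replicate spread. Fewer bipolar cells of all kinds would lower their other markers by about as much, where a marker's RNA comes from bipolar cells alone. The median log2 fold change of these was -0.14 (SD 0.12 over markers, not over retinas) against -0.65 for Grm6. The other markers as a set thus fell less than Grm6, but this cannot decide about fewer bipolar cells. Grm6 was the study's leading gene on these same arrays and had the lowest value of the markers. Some markers are not confined to bipolar cells, such as Isl1 (0.16), which also stands among the ganglion cell markers. Nor are the markers confined to ON bipolar cells, so they cannot decide about fewer ON bipolar cells alone either. Both stay open. Of ON bipolar cell genes, Nyx had -0.48 and Gpr179 -0.30, while Trpm1 had -0.13 and Prkca -0.04. For a narrower intensity range of some arrays, the prediction was a difference near 0 with each array's interquartile range as a covariate. The difference was -0.64 (standard error 0.11), but this cannot decide. The narrowest arrays, WT replicate 2 (2.48) and KO replicate 2 (2.60), lay in different genotypes, so the covariate could hardly move the difference. An effect of genotype on Grm6 within ON bipolar cells stays open and untested, since RNA of whole retinas cannot give expression per cell (Grm6 measured in sorted ON bipolar cells would). Technical sources, the intensity range among them, were not excluded.

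Of the myelin genes 12 of 13 had a higher mean in KO, with list medians of 0.18, 0.35 and 0.79 in KO replicates 1 to 3. Only 2 of them passed at an unadjusted p under 0.05 from limma. The list did not pass camera with an estimated correlation (adjusted p = 0.538) or fry (adjusted p = 0.539). Optic nerve tissue left on KO replicate 3 alone would bring the list near 0 without that sample, but the median was then 0.31 (standard error 0.092 over samples) against 0.40 with all samples, and KO replicates 1 and 2 both lay above every WT sample (highest 0.077), which argues against it as the whole cause. With the interquartile range as a covariate the median was 0.43 (standard error 0.026 for the part removed). This cannot decide about the arrays' intensity range. The narrowest arrays, WT replicate 2 (2.48) and KO replicate 2 (2.60), lay in different genotypes, so the covariate could hardly move the median. The brightest genes, Cldn11 (7.96 in WT and 8.66 in KO) and Mbp (7.81 and 8.13, chosen after its values were seen), were of middling intensity, 4 of the 13 genes lay above the median probe set (6.99) of the WT retinas, and 0 stood in another list. Nerve tissue in all 3 KO samples, which may be a source, the arrays' intensity range and an effect of genotype stay open.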
